A study of Homo sapiens with 12 samples. Its data were reported in "Loss of non-coding RNA expression from the DLK1-DIO3 imprinted locus correlates with reduced neural differentiation potential in human embryonic stem cell lines" (2015).

How the data were processed

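Gene expression was measured in 12 samples of human embryonic stem cells (hESC) and their derivatives on Illumina HumanHT-12 version 4.0 bead arrays. The labels give these groups: NTU1 cells that express MEG3 (MEG3-ON, replicates 1 to 4), NTU1 cells that have lost MEG3 (MEG3-OFF, replicates 5 to 9), H9 cells, also labelled MEG3-OFF (replicates 1 and 2), and 1 embryoid body (EB), labelled MEG3-ON, whose day of differentiation is not given. The authors grew the hESC on mouse feeder cells in serum-free medium and sorted the NTU1 sublines by quantitative PCR of MEG3, so a lower MEG3 signal in MEG3-OFF arrays checks the labels and is no separate result. All 12 arrays were on 1 chip with the arrays of a group in adjoining positions, so position on the chip and group cannot be told apart. The study describes each NTU1 sample as a subline of its own, but how the sublines were separated, by passage or by thaw, is not given. The p-values of single genes and of list means below measure only the spread between these samples. Tests that set genes against other genes do not measure that spread alone. Those of zinc finger genes and of gene order take genes as units. The study found the locus hypermethylated in NTU1 cells after prolonged culture, and the passage of each array is not given. Time in culture may therefore differ between the groups, and it cannot be told apart from MEG3 status here. The MEG3-ON and MEG3-OFF NTU1 groups share no replicate numbers, and the labels do not link the numbers of H9 and the EB to those of NTU1 samples, so no sample was paired with another.

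The non-normalized table deposited by the authors holds, per probe and array, an intensity (mean bead signal, without background subtraction and without scaling between arrays) and a detection p-value (the share of negative control beads with a signal as high). The software that exported this table is not given in the sources used here. The series matrix deposited by the authors holds an intensity after log transformation and quantile normalization over all 12 arrays in Partek Genomics Suite, put back on a linear scale and not background subtracted. Checked against each other, the columns of the 2 tables rank the probes of each array alike (rank correlation at least 0.999966) and the matrix columns have medians of 99.0 to 99.1. The table has 47230 probes. The probe annotation supplied for this array gives 30113 of them 1 gene symbol, 8 several and 17109 none, and 30074 could be matched by Entrez ID to the RefSeq annotation of GRCh38.p14, which was used for current names, chromosomes and gene order. The array files name no genome build, and no coordinates are given.

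Analyses were run in R 4.3.3 with limma 3.58.1 and the data.table package (1.17.8), and figures in Python 3.11.15 with matplotlib 3.10.9. Signals were background corrected from the detection p-values, quantile normalized over the 12 arrays and log2 transformed with limma's neqc (offset 16). Each of 19951 genes was represented by 1 probe, the probe with the highest mean over all 12 arrays, following the authors (6659 genes have more than 1 probe). A probe with a detection p-value under 0.01 was called detected, or above background, and the filters below use the chosen probe. A gene is said to be detected on an array where any of its probes is. Between 16864 and 18796 probes were detected per array, and the median signal per array was 83.6 to 108. Probes with several symbols or none were left out of the gene tests. Levels are log2 normalized signals, given as mean ± SD of a group's arrays, and differences are given ± SE.

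MEG3-OFF was compared with MEG3-ON over the 9 NTU1 arrays with limma (lmFit and eBayes, called limma below) on the 10772 genes detected on at least 4 of these arrays, with Benjamini-Hochberg adjustment over all genes and a threshold of 0.05; genes over 1.5-fold are counted beside it. Every adjusted p of a single gene is limma's. Simulated data had the means and spreads of these genes and 200 changed genes. There limma found 40.3% of the genes changed 1.41-fold, 86.6% of those changed 2-fold and 100% of those changed 4-fold, with 5.03% false calls. The simulation drew noise for each gene on its own, without variation shared between genes. These shares may therefore not hold for the real arrays. H9 was compared with MEG3-OFF in a fit of the 11 undifferentiated arrays in 3 groups, on 11580 genes detected on at least 2 of them. For the EB, with 1 array, no test was made: differences to the mean of the 4 MEG3-ON arrays are given for 11759 genes detected in the EB or on at least 2 MEG3-ON arrays, a rule chosen after seeing the data. The share of changed genes for which the H9 mean lies on the MEG3-OFF side of the midpoint between the NTU1 means has an exact binomial 95% confidence interval. This interval takes genes as independent and does not measure the spread between arrays.

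Where a gene, or for MAP2 the tested probe, was below background on every array of a group, its fold is given as a lower bound, written as at least N-fold. The bound sets the mean of the brighter group against a floor, the mean over the dimmer group's arrays of the higher of the lowest detected signal of the array and the probe's own value. The log2 differences of such genes, in the text and the figures, are fitted values and not bounds.

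The 17 gene lists were fixed from general knowledge: DLK1-DIO3 locus, genes flanking the locus, other imprinted genes, pluripotency, neuroectoderm and neural progenitor, neuronal differentiation, neural crest, endoderm, mesoderm, trophoblast and amnion, fibroblast and feeder, PRC2 and partners, DNA methylation machinery, proliferation, hypoxia and glycolysis, stress and apoptosis, and the 20q11.21 region. The neural lists hold genes that the study followed in these same samples (PAX6, RTN1, SOX11 and others), so these lists are not independent evidence. The 15 lists with at least 5 tested genes were tested with limma's camera (preset correlation 0.01, 2-sided, Benjamini-Hochberg over the lists), and again with a correlation estimated from the arrays. Members past the threshold are counted with adjustment over all genes and adjusted over the list alone. A list's median difference was placed among the medians of 10000 random lists of the same size, drawn from 20 bins of mean expression. The difference of the list means per array has an exact permutation p over the 126 splits of the 9 arrays, whose smallest 2-sided value is 0.00794. The genes of each of 22 autosomes were tested with camera in the same way. For H9 the same lists were tested with camera, a test chosen after seeing the data.

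Genes are named by a fixed rule: the measured locus genes and 9 genes that the study followed, the 10 genes with the largest difference in each direction whose arrays did not overlap between groups, up to 4 members per list with the smallest adjusted p, 5 genes per direction for H9, and up to 3 per list for the EB. Other genes named were chosen after their values were seen. The comparisons, tests, lists and alternatives were fixed before the data were examined, except where a choice is said to be made later.

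The effect of the alternatives tried is given in the closing section. For the values these were quantile normalization without background correction, the values of the deposited matrix, normalization of the 9 NTU1 arrays alone, median scaling in place of quantile normalization, an offset of 50, no filter on dim probes, detection on all 9 NTU1 arrays or at a detection p-value under 0.05, and each probe tested on its own or the mean of a gene's detected probes. For the tests they were H9 as another group in the fit, eBayes with trend and robust settings, array weights, the methods' t-test (Welch; p under 0.05 and fold over 1.5, or Benjamini-Hochberg adjusted), the SAM statistic with 100 label permutations, genes in both of these lists, and limma's fry in place of camera. Each array was also left out in turn. Leaving out an array was meant to repeat the filter on the 8 arrays kept. This removed locus genes detected on exactly 4 arrays, so after these values were seen the 10772 genes were kept and the repeated filter was added as a separate alternative, as were the methods' tests on the deposited matrix without a filter.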

Results

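The 12 arrays compared were 4 of MEG3-ON NTU1 cells, 5 of MEG3-OFF NTU1 cells, 2 of H9 cells and 1 of an EB. Of the 47230 probes, 30113 have 1 gene symbol, 8 several and 17109 none, and 10772 genes were detected on at least 4 of the 9 NTU1 arrays. Detected probes numbered 16864 to 18390 per MEG3-ON array, 16878 to 17727 per MEG3-OFF array, 17567 to 17946 per H9 array and 18796 in the EB. Each of the 9 NTU1 arrays correlated best with another array of its own group. The lowest correlation between 2 NTU1 arrays was 0.962, and the EB correlated with the hESC arrays at 0.851 to 0.928.

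The comparison of MEG3-OFF with MEG3-ON NTU1 cells was read at the DLK1-DIO3 locus to check the labels. MEG3, the maternally expressed noncoding RNA by which the sublines were sorted, was lower in MEG3-OFF (5.38 ± 0.54, 5 arrays) than in MEG3-ON (13.84 ± 0.46, 4 arrays; fitted log2 difference -8.46 ± 0.27, adjusted p = 9.18e-10). It was detected on 1 of 5 MEG3-OFF arrays, so no exact fold is given. The noncoding RNAs MEG8 and MEG9, transcribed downstream of MEG3, fell with it: MEG8 from 7.92 ± 0.61 to 5.87 ± 0.16 (adjusted p = 0.000249; detected on 4 of 5 MEG3-OFF arrays) and MEG9 at least 3.41-fold (7.61 ± 0.50 to below background, adjusted p = 8.82e-06). Of the small nucleolar RNA probes of the same cluster these fell below background on all 5 MEG3-OFF arrays: SNORD114-3 at least 10.05-fold from 9.17 ± 0.55 (adjusted p = 4.66e-08), SNORD114-1 at least 6.25-fold from 8.49 ± 0.44 (1.70e-07) and SNORD113-3 at least 1.56-fold from 6.48 ± 0.36 (0.000122). DLK1, the paternally expressed gene that gives the locus its name, was lower without passing the threshold (log2 difference -1.63 ± 0.47, 10.95 ± 0.22 against 9.31 ± 1.22, adjusted p = 0.0722), and its 5 MEG3-OFF arrays ranged from 8.16 to 10.94. It passed in 5 of 17 alternatives, among them without MEG3-OFF 8 (adjusted p = 0.00865). SNORD114-2, detected on all MEG3-ON and 0 MEG3-OFF arrays, also missed the threshold (-0.57 ± 0.16, adjusted p = 0.0652). H9, the other line labelled MEG3-OFF, had MEG3 below background on both arrays, so that MEG3-ON cells stood at least 266-fold above it. H9 likewise lacked MEG9 (at least 3.54-fold below MEG3-ON), SNORD114-1 (at least 6.5-fold), SNORD114-3 (at least 10.4-fold) and SNORD113-3 (at least 1.62-fold), while MEG8 was detected at 6.16 and SNORD114-2 on both arrays at 5.93, against 6.09 ± 0.14 in MEG3-ON cells. The EB, labelled MEG3-ON, had MEG3 at 13.77, close to MEG3-ON cells. Of the 50 genes in the locus list 34 have a probe and 8 could be tested: 6 were lower, 0 higher by limma, and all 8 were lower adjusted over the list alone and at an unadjusted p under 0.05. The list's median was -2.29 (-1.91 with 5 genes at their bound), at percentile 0 of random lists, and its mean fell from 8.82 ± 0.32 to 5.74 ± 0.23 (difference -3.08, 95% confidence interval -3.52 to -2.64, exact permutation p = 0.00794, all 5 MEG3-OFF arrays below all 4 MEG3-ON arrays; camera adjusted p = 6.94e-19, and adjusted p = 0.0203 with an estimated correlation). DIO3, the deiodinase gene at the other end of the locus, and its antisense RNA DIO3OS were above background on too few NTU1 arrays for a test (DIO3 on 0 MEG3-ON and 2 MEG3-OFF arrays, DIO3OS on 0). The microRNA probes of the list were at background on every array. By quantitative PCR the paper found several of these microRNAs abundant in MEG3-ON and repressed in MEG3-OFF cells. Background signal of these probes therefore does not show that the microRNAs are absent.

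**Figure D1:**
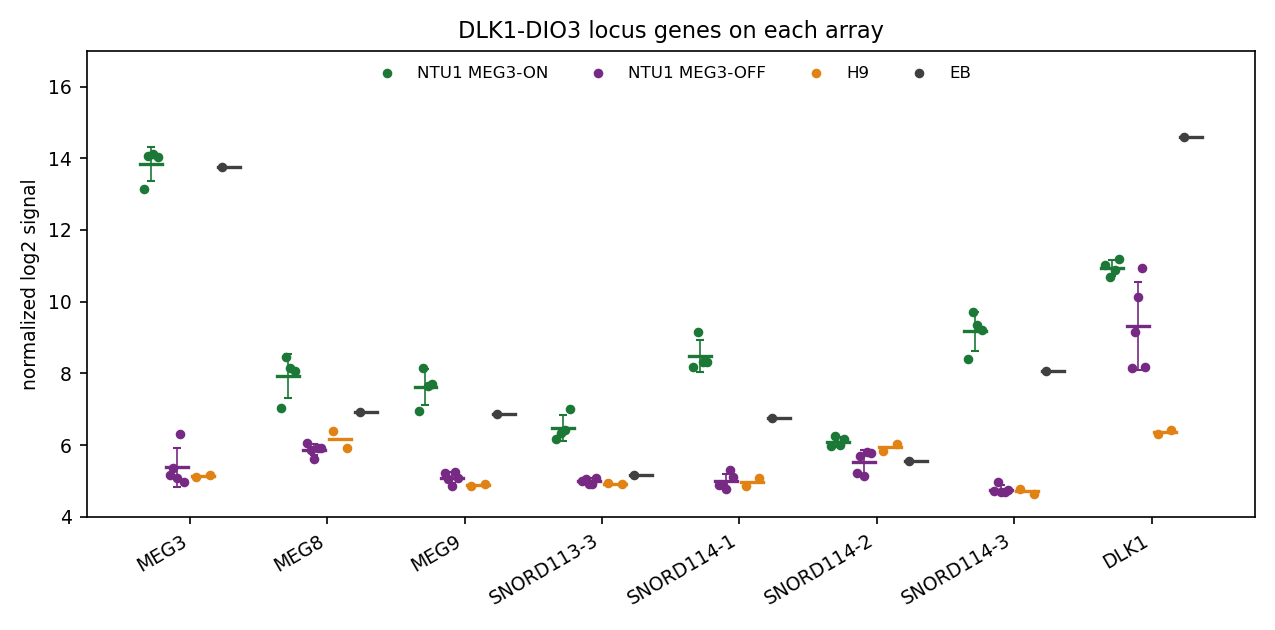
Normalized log2 signal (vertical axis) of the 8 tested DLK1-DIO3 genes in MEG3-ON, MEG3-OFF, H9 and EB samples; each point is 1 array, short lines are group means and bars show the SD of groups with more than 2 arrays. MEG3 stood at 13.84 in MEG3-ON and 5.38 in MEG3-OFF cells, while DLK1 (10.95 and 9.31) spread widely among MEG3-OFF arrays.

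Which genes differ beyond the locus was asked over all 10772 genes of the 9 NTU1 arrays. ZNF280D, a zinc finger gene on chromosome 15, fell from 9.85 ± 0.14 to below background on all 5 MEG3-OFF arrays, at least 16.1-fold (adjusted p = 4.96e-10), with 3 of 3 detected probes lower. Other genes that went below background on all MEG3-OFF arrays were IAH1, an esterase gene (at least 5.92-fold from 8.41 ± 0.26, adjusted p = 6.79e-08), TSPYL5, a gene of the nucleosome assembly family (at least 3.50-fold from 7.65 ± 0.18, 3.03e-09), and the zinc finger gene ZNF560 (at least 1.85-fold from 6.73 ± 0.53, 4.68e-05). LHX2, a homeobox gene of the early forebrain and eye field, was lower (8.61 ± 0.62 to 5.91 ± 1.02, fitted log2 difference -2.70 ± 0.44, adjusted p = 0.00543; detected on 2 of 5 MEG3-OFF arrays), and LMO1, a LIM-only cofactor of neural tissue, was lower too (8.86 ± 0.30 to 6.70 ± 0.92, 0.00756; detected on 4 of 5). MEG3, SNORD114-3, SNORD114-1 and MEG9 complete the 10 largest decreases.

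Genes that rose included RRAGB, a small GTPase of amino acid sensing, which was below background in MEG3-ON cells and reached 7.11 ± 0.20 in MEG3-OFF cells (at least 2.42-fold, adjusted p = 4.66e-08), THEM6, a thioesterase family gene (to 7.51 ± 0.19, at least 3.19-fold, 8.79e-08), and USP51, a deubiquitinase gene (to 6.79 ± 0.22, at least 1.93-fold, 3.45e-06). ECHDC3, a mitochondrial fatty acid gene, was higher (5.80 ± 1.39 to 8.52 ± 0.47, fitted log2 difference 2.72 ± 0.49, adjusted p = 0.0104; detected on 2 of 4 MEG3-ON arrays), and so was HEPH, a copper-dependent ferroxidase gene (fitted log2 difference 2.04 ± 0.43, adjusted p = 0.0224; detected on 1 of 4 MEG3-ON arrays). KHDRBS3, which encodes a splicing factor, rose 4.52-fold (log2 2.18 ± 0.28, adjusted p = 0.00102), DPEP3, a dipeptidase gene, 3.71-fold (1.89 ± 0.31, 0.00506), and FAM24B, a gene of unassigned function, by a fitted log2 difference of 1.85 ± 0.30 (0.00506; detected on 3 of 4 MEG3-ON arrays). UTF1, a chromatin factor of pluripotent cells, rose 3.94-fold (6.88 ± 0.20 to 8.86 ± 0.30, adjusted p = 1.04e-05) and DPPA5, an RNA-binding protein gene of early embryos, 3.60-fold (6.91 ± 0.31 to 8.76 ± 0.11, 8.82e-06). With trend and robust settings ECHDC3 lost its call (adjusted p = 0.0558), as did HEPH there and without MEG3-ON 4 (0.0868), MEG3-ON 2, MEG3-OFF 6 or MEG3-OFF 9.

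In all, 386 genes (3.58%) changed between the NTU1 groups, 199 higher and 187 lower in MEG3-OFF, and 294 of them over 1.5-fold (142 higher, 152 lower). At an unadjusted p under 0.05 there were 2406 genes, and the median difference of all genes was 0.02. The arrays of the 2 groups did not overlap for 889 genes (8.25%), among them 352 of the changed genes. The mean share over all splits of the arrays is 1.59%. How far the share varies between splits was not counted, so chance was not tested for it. Of 88 changed genes with several detected probes, 8 had probes that differed in sign. On the same values the methods' t-test gave 427 genes, or 32 after Benjamini-Hochberg adjustment, SAM gave 1018, and the t-test and SAM shared 399, of which 294 were among the 386. The count depended on single arrays: 996 genes passed without MEG3-OFF 5, 137 without MEG3-ON 4, 172 without MEG3-OFF 9, 204 without MEG3-ON 1, 206 without MEG3-ON 2, 213 without MEG3-OFF 6 and 241 without MEG3-OFF 7, and no gene of the 386 turned its sign in these.

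**Figure D2:**
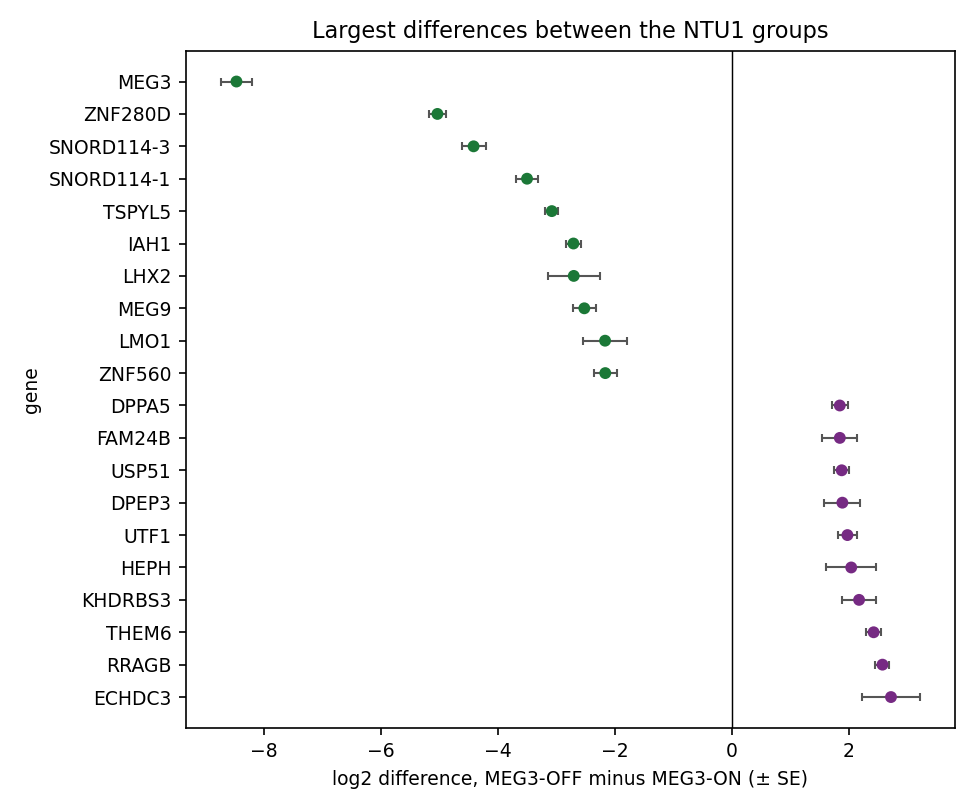
Log2 difference MEG3-OFF minus MEG3-ON (horizontal axis, ± SE, 5 against 4 arrays) of the 10 genes with the largest difference in each direction among changed genes whose arrays do not overlap. Fitted values run from -8.46 for MEG3 and -5.03 for ZNF280D to 2.72 for ECHDC3, and for genes below background in a group they are not bounds.

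Neural genes were read in 2 lists. Besides LHX2, the homeobox gene PAX6 fell from 6.66 ± 0.57 to below background (at least 1.76-fold, adjusted p = 0.00267), SIX3 from 6.59 ± 0.43 to below background (at least 1.68-fold, 0.00186). RAX, which marks the eye field, was lower too (fitted log2 difference -2.02 ± 0.42, adjusted p = 0.0203, detected on 3 of 5 MEG3-OFF arrays). HESX1, of the anterior forebrain (-1.29 ± 0.23, adjusted p = 0.00874), and POU3F1 (-0.93 ± 0.21, 0.0321) were also lower. SOX11, a transcription factor of neural progenitors, was 2.30-fold lower (11.13 ± 0.26 to 9.93 ± 0.35, adjusted p = 0.00292). Its relative SOX3 (-0.81 ± 0.15, 0.0114), the adhesion gene CDH2 (-1.14 ± 0.21, 0.0104) and the radial glia gene FABP7 (-1.38 ± 0.27, 0.0145) fell as well. SOX21 (-1.25 ± 0.38, adjusted p = 0.0842), OTX2 (-0.65, 0.0679) and NES (0.01) did not pass. Of 22 tested members of the neuroectoderm and neural progenitor list 10 were lower and 0 higher by limma (14 lower adjusted over the list alone, 15 lower and 0 higher at an unadjusted p under 0.05). The median was -0.90 (-0.81 with 2 genes at their bound), at percentile 0. List means fell from 8.77 ± 0.16 to 7.92 ± 0.35 (difference -0.86, 95% confidence interval -1.30 to -0.41, exact permutation p = 0.00794, all 5 MEG3-OFF arrays lower). Camera gave adjusted p = 2.93e-11, but adjusted p = 0.155 with an estimated correlation.

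RTN1, a reticulon gene of neurons, was 2.71-fold lower (7.68 ± 0.21 to 6.24 ± 0.28, adjusted p = 0.000197), with 1 of 2 detected probes lower, and MAP2, a dendritic microtubule gene, at least 1.26-fold lower (6.17 ± 0.10 to below background on all 5 MEG3-OFF arrays for the tested probe, adjusted p = 0.0101; another probe of the gene was detected on 3 of the 5). TUBB3, the neuronal tubulin gene, did not pass (-0.40 ± 0.19, adjusted p = 0.225), nor did the growth cone gene STMN2 (fitted -0.75 ± 0.20, 0.0585, detected on 2 of 5 MEG3-OFF arrays) and the neurofilament gene NEFM (-0.63 ± 0.19, 0.0842). By limma RTN1 and MAP2 were lower and 0 genes higher among the 21 tested genes of neuronal differentiation (5 adjusted over the list alone, 1 of them higher, and 7 at an unadjusted p under 0.05). Their median was -0.16 (percentile 0.95) and the difference of list means -0.19 (95% confidence interval -0.32 to -0.06, exact permutation p = 0.0159, 0.0595 after adjustment over the lists, all 5 MEG3-OFF arrays lower), with camera adjusted p = 0.0479, and adjusted p = 0.25 with an estimated correlation. Single arrays decided the call of this list: neuronal differentiation no longer passed without MEG3-ON 1 (adjusted p = 0.138), MEG3-ON 3 (0.0823), MEG3-OFF 5 (0.150), MEG3-OFF 6 (0.0704) or MEG3-OFF 8 (0.0548). Because the study chose several members of the neural lists on these samples, the counts are not independent evidence.

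Pluripotency genes were read to ask whether the undifferentiated state differs between the sublines. UTF1 and DPPA5 rose as given above, DPPA2, an early embryo gene beside them in the list, rose 2.07-fold (6.89 ± 0.32 to 7.94 ± 0.25, adjusted p = 0.00445) and NANOG, a core pluripotency factor, 1.71-fold (9.98 ± 0.30 to 10.75 ± 0.23, 0.0203). The core factors POU5F1 (0.19 ± 0.11, adjusted p = 0.305) and SOX2 (-0.22 ± 0.14, 0.349) did not pass. Of 30 tested genes 4 were higher and 0 lower (9 higher and 1 lower adjusted over the list alone, 11 and 2 at an unadjusted p under 0.05), with a median of 0.10 at percentile 94.0. List means rose from 9.97 ± 0.14 to 10.23 ± 0.11 (difference 0.26, 95% confidence interval 0.06 to 0.46, exact permutation p = 0.0317, 0.0794 after adjustment over the lists, 4 of 5 MEG3-OFF arrays above all MEG3-ON arrays). Camera gave adjusted p = 0.0131, and adjusted p = 0.345 with an estimated correlation. Single arrays decided this call in the list: pluripotency genes no longer passed without MEG3-ON 3 (adjusted p = 0.141) or MEG3-OFF 5 (0.150), and NANOG no longer without MEG3-ON 4, MEG3-ON 2, MEG3-OFF 7 or MEG3-OFF 9 (at most 0.0798).

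Stress and apoptosis genes were read as a list of their own. CHAC1, a glutathione-degrading enzyme gene induced by the amino acid response, went from below background to 7.09 ± 0.22 (at least 2.38-fold, adjusted p = 4.06e-05), TRIB3, a pseudokinase gene of the same pathway, rose 1.84-fold (log2 0.88 ± 0.18, 0.0200) and ASNS, asparagine synthetase, 1.51-fold (0.60 ± 0.12, 0.0200). ATF4, the transcription factor upstream of them, missed the threshold (0.41 ± 0.11, adjusted p = 0.0623), with 1 of its 3 detected probes lower, and DDIT3, another gene of this response, was above background on too few NTU1 arrays for a test. In the stress and apoptosis list 3 of 17 tested genes were higher and 0 lower (7 higher and 1 lower adjusted over the list alone, 8 and 1 at an unadjusted p under 0.05), the median was 0.32 at percentile 100, and list means rose from 8.73 ± 0.08 to 9.15 ± 0.06 (difference 0.42, 95% confidence interval 0.31 to 0.52, exact permutation p = 0.00794, all 5 MEG3-OFF arrays higher). Camera gave adjusted p = 0.000133, and adjusted p = 0.0203 with an estimated correlation. By list mean H9, at 8.74, and the EB, at 8.73, lay with MEG3-ON cells. Single genes could differ: in H9 ASNS was at 12.2, near MEG3-OFF (12.3, MEG3-ON 11.7). CHAC1 was detected on both H9 arrays (6.10), between the means of the NTU1 groups. Single genes were less firm than the list, since TRIB3 lost its call without MEG3-ON 4 (adjusted p = 0.0726), MEG3-ON 2 or MEG3-OFF 9, and ASNS without MEG3-ON 2 (0.0608), MEG3-ON 1 or MEG3-OFF 9.

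Imprinting beyond the locus was asked in 2 lists. NNAT, a paternally expressed gene of neural tissue, was at 12.18 ± 0.28 in MEG3-ON cells and was detected on 2 of 5 MEG3-OFF arrays (7.83 ± 3.37, log2 difference -4.34 ± 1.27, adjusted p = 0.0757). INPP5F (-0.51 ± 0.15, adjusted p = 0.0688) and COPG2 (-0.66, 0.0731), both with imprinted transcripts, and the growth factor adaptor gene GRB10 (0.39, 0.0816) did not pass. Of 28 tested other imprinted genes limma called 0, with 10 at an unadjusted p under 0.05 (3 higher, 7 lower) and 5 adjusted over the list alone (1 higher, 4 lower). The median was -0.09 (percentile 3.33) and all 5 MEG3-OFF arrays had lower list means (difference -0.26, 95% confidence interval -0.45 to -0.06, exact permutation p = 0.0317, 0.0794 after adjustment), while camera gave adjusted p = 0.217. Among 12 tested genes flanking the locus limma called 0 (4 at an unadjusted p under 0.05 and 4 adjusted over the list alone, 2 in each direction). The kinase gene MOK (-0.58 ± 0.16, adjusted p = 0.0679), the checkpoint gene CINP (0.61, 0.0857), the microtubule gene EML1 (-0.35, 0.105) and the tRNA synthetase gene WARS1 (0.34, 0.109) came nearest. The flanking list had a median of 0.11 (percentile 88.6), a difference of 0.07 (95% confidence interval -0.06 to 0.20, exact permutation p = 0.214) and camera adjusted p = 0.791.

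**Figure D3:**
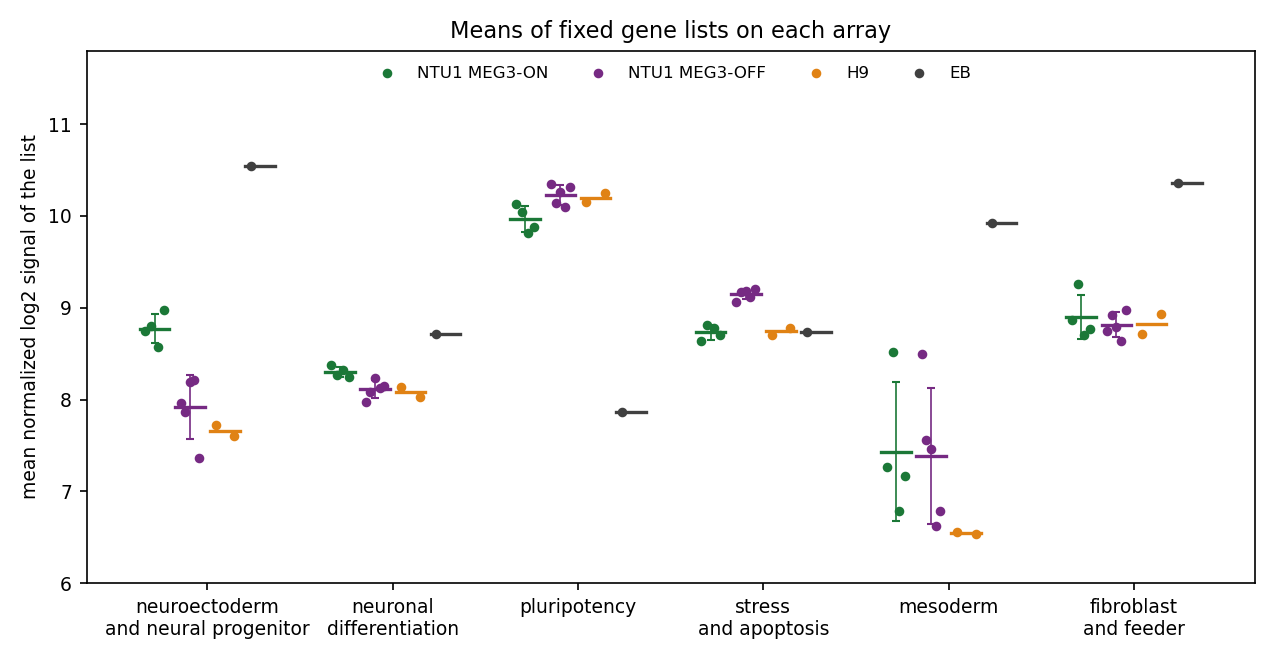
Mean log2 signal of each list's tested genes (vertical axis) per array in MEG3-ON, MEG3-OFF, H9 and EB samples for 6 lists; points are arrays and bars mean ± SD. Neuroectoderm means were 8.77 in MEG3-ON and 7.92 in MEG3-OFF cells, stress means 8.73 and 9.15, and the fibroblast and feeder means 8.90 and 8.81.

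Neural crest, fibroblast and feeder, and hypoxia and glycolysis genes were read for other lineages and for culture conditions. Among neural crest genes SOX8, a crest and gonad transcription factor, rose 1.79-fold (0.84 ± 0.17, adjusted p = 0.0206), losing the call without MEG3-ON 4 (0.0798), MEG3-ON 1, MEG3-ON 2, MEG3-OFF 7 or MEG3-OFF 9. The crest genes EDNRB (0.61, 0.233), SOX9 (-0.39, 0.263) and TFAP2A (-1.20 ± 0.90, 0.447) did not pass. That list had 1 of 7 genes higher (1 adjusted over the list alone), a median of 0.05 but a mean of -0.02 and the camera direction up (adjusted p = 0.791, exact permutation p = 0.952). ACTA2, smooth muscle actin, fell 1.97-fold (-0.98 ± 0.20, adjusted p = 0.0202), losing the call without MEG3-ON 1 (0.0668), MEG3-ON 2, MEG3-ON 4, MEG3-OFF 6 or MEG3-OFF 9. It was the 1 lower of 10 fibroblast and feeder genes (1 adjusted over the list alone; median -0.006, percentile 38.4), a list with a difference of -0.09 (95% confidence interval -0.39 to 0.22, exact permutation p = 0.579, camera adjusted p = 0.791). The surface gene THY1 (0.35, 0.194) and the collagen genes COL5A1 (-0.25, 0.254) and COL1A2 (-0.22, 0.361) did not pass. PFKFB4, a glycolysis regulator gene induced by low oxygen, fell 1.75-fold (log2 difference -0.80 ± 0.18, adjusted p = 0.0304), losing the call with median scaling and without MEG3-ON 4 (0.0930), MEG3-ON 1, MEG3-ON 2, MEG3-OFF 6, MEG3-OFF 7 or MEG3-OFF 9. It was the 1 lower of 19 hypoxia and glycolysis genes (2 lower adjusted over the list alone; median -0.21, percentile 0.05). That list had a difference of -0.22 (95% confidence interval -0.63 to 0.19, exact permutation p = 0.254) and camera adjusted p = 0.135, and passed without MEG3-ON 3 (0.00716). The glycolysis genes PFKFB3 (-0.72, 0.0745) and LDHA (-0.70 ± 0.24, 0.124) were short of the threshold.

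Of the mesoderm genes, limma called 0 of 5 tested (0 at an unadjusted p under 0.05 and 0 adjusted over the list alone; median 0.06 but mean -0.05 and camera direction down, adjusted p = 0.791, exact permutation p = 0.937). HAND1, a heart and amnion factor that the study followed, spread widely in both groups (6.53 ± 1.62 and 6.59 ± 2.01, adjusted p = 0.977), and MSX1 (-0.44 ± 0.32, 0.436) and ACTC1 (-0.23) did not pass. Endoderm genes had 3 tested members, 0 called by limma and 1 lower both adjusted over the list alone and at an unadjusted p under 0.05 (median -0.48): HHEX (-0.57 ± 0.19, adjusted p = 0.102), CER1 (-0.48) and AFP (0.22). SOX17, the endoderm factor, was at background on all arrays, and CXCR4 was detected on 3 MEG3-ON and 0 MEG3-OFF arrays, so neither was tested. Trophoblast and amnion genes had 2 tested members, 0 called by limma, 0 at an unadjusted p under 0.05 and 0 adjusted over the list alone (median -0.20; IGFBP3 -0.46, adjusted p = 0.464, and TFAP2C 0.06).

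Chromatin, cell cycle and chromosomal lists gave no member past the threshold by limma. PRC2 and partners had 2 of 10 genes at an unadjusted p under 0.05 and 0 adjusted over the list alone (median -0.003 but mean 0.04, percentile 39.1, camera adjusted p = 0.791, exact permutation p = 0.214), with JARID2, a PRC2 cofactor gene, at 0.29 ± 0.10 (adjusted p = 0.127) and the methyltransferase gene EZH2 at -0.18 (0.322). The DNA methylation machinery had 1 of 9 genes at an unadjusted p under 0.05 and 0 adjusted over the list alone (median 0.02, percentile 45.1, camera adjusted p = 0.791, exact permutation p = 0.635), with TRIM28, a keeper of imprints, at 0.25 ± 0.11 (adjusted p = 0.200) and DNMT3A at -0.27 (0.325). Proliferation had 4 of 22 genes and 1 gene by these counts (median 0.008 but mean -0.03, percentile 35.7, camera adjusted p = 0.791, exact permutation p = 0.579), with the mitotic kinesin gene KIF20A at -0.44 ± 0.11 (adjusted p = 0.0507) and MKI67 at -0.48 (0.152). The 20q11.21 region, often gained in cultured hESC, had 3 of 14 genes and 2 genes (median 0.02, percentile 45.7, camera adjusted p = 0.885, exact permutation p = 0.706), with COMMD7 at 0.37 ± 0.10 (adjusted p = 0.0568) and POFUT1 at -0.52 (0.0826). Whether whole chromosomes shifted was asked for 22 autosomes: 0 passed by camera and 4 had an unadjusted p under 0.05. With an estimated correlation 1 passed (chromosome 14, which carries the locus, median -0.04, adjusted p = 0.0363). Limma called 13 of its genes lower and 6 higher, and the locus list has 6 lower genes. The locus genes, tied to the sorting by MEG3, were kept in this set. No test was made without them, so the pass does not show a shift of the whole chromosome. Chromosome 19 came nearest with the preset correlation (817 genes, median 0.10, adjusted p = 0.0634), and it passed without MEG3-ON 3 (0.00208), MEG3-OFF 5 or MEG3-OFF 6. Without MEG3-ON 3 chromosomes 16 (0.0191) and 22 (0.0136) passed too.

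H9 was compared with MEG3-OFF NTU1 cells, which share its label, to ask how far 2 lines without MEG3 differ. TCEAL2, a transcription elongation factor-like gene at 10.79 ± 0.18 in MEG3-OFF cells, was below background on both H9 arrays (at least 32.1-fold lower, adjusted p = 1.38e-11). NANOG was 7.87-fold lower in H9 (7.77 against 10.75 ± 0.23, adjusted p = 1.29e-06), with 1 of its 2 detected probes lower, SNHG8, a small nucleolar RNA host gene, 8.27-fold lower (-3.05 ± 0.23, 4.16e-06), DLK1 7.71-fold lower (6.37 against 9.31 ± 1.22, 0.00326) and the quinone reductase gene CRYZ, detected on 1 of 2 H9 arrays (6.96 ± 2.96), was lower too (fitted log2 difference -3.53 ± 0.68, 0.00336). Higher in H9 were CUZD1, a gene of secretory epithelia (8.85 against 5.81 ± 0.34, fitted log2 difference 3.04 ± 0.19, adjusted p = 6.53e-07; detected on 1 of 5 MEG3-OFF arrays), MAOA, monoamine oxidase A (7.92 against background, at least 4.22-fold, 6.53e-07), ORM1, an acute phase protein gene (7.50 against background, at least 3.17-fold, 3.05e-08), the chemokine gene CXCL5 (6.39-fold, 2.68 ± 0.42, 0.00122) and C19orf33, an epithelial gene (fitted log2 difference 2.67 ± 0.48, 0.00238; detected on 4 of 5 MEG3-OFF arrays).

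Of 11580 genes 3644 differed between H9 and MEG3-OFF cells (1529 higher and 2115 lower in H9, 58.0% lower; 2528 over 1.5-fold; 5098 at an unadjusted p under 0.05). With median scaling the split was 996 higher and 2289 lower (69.7% lower), and the median of all genes was -0.10 in place of -0.07, so the balance of directions depends on the scaling. Without H9 replicate 2 the count was 554 (191 higher, 363 lower). None of the 17 lists passed by camera (0 past the threshold, 1 at an unadjusted p under 0.05, 0 with an estimated correlation), the nearest being stress and apoptosis (median -0.30, adjusted p = 0.409). Members that passed by limma were 6 higher and 7 lower in H9 of 31 pluripotency genes, 2 and 2 of 24 neuroectoderm, 4 and 2 of 22 neuronal differentiation, 5 and 2 of 22 proliferation, 2 and 1 of 8 endoderm, 1 and 1 of 8 mesoderm and 1 and 1 of 10 fibroblast and feeder genes. Lower members outnumbered higher ones among other imprinted genes (2 higher and 7 lower of 29), hypoxia and glycolysis (1 and 5 of 19), the DNA methylation machinery (1 and 4 of 10), stress and apoptosis (1 and 3 of 18), the 20q11.21 region (0 and 4 of 14), genes flanking the locus (0 and 3 of 13), PRC2 and partners (0 and 2 of 11), the locus (0 and 1 of 9) and neural crest (0 and 1 of 7), and of 6 trophoblast and amnion genes 0 passed.

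Where H9 lies on the genes that separate the NTU1 groups was asked without a test. At 147 of the 187 genes lower in MEG3-OFF (78.6%) the H9 mean lay on the MEG3-OFF side, LHX2 (4.55), PAX6 (5.09) and ZNF280D (4.79) among them, whereas at the 199 higher genes it did so at 109 (54.8%). Over all 386 changed genes the share was 66.3% (256 genes, 95% confidence interval 61.4 to 71.0), beside 49.1% over all tested genes. Among genes that did not pass, it was 53.5% where the MEG3-OFF mean was lower and 43.9% where it was higher. In the neuroectoderm list H9 lay on the MEG3-OFF side at 14 of 22 genes. Leaving out an array moved the share between 54.4% (without MEG3-OFF 5) and 77.0% (without MEG3-ON 1), beyond both ends of the interval, which takes genes as independent.

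The EB was set beside the MEG3-ON cells to ask which lineages its array shows, with 1 array and no test. Of the neuroectoderm list PAX6 was 35.2-fold (log2 difference 5.14) and RAX 35.0-fold (13.20 against 8.07 ± 0.39) higher in the EB, as was SIX6 (12.09 against 6.19 ± 0.80, log2 difference 5.89; detected on 3 of 4 MEG3-ON arrays). Pluripotency genes were far lower, NANOG at least 20.3-fold, the NODAL antagonist LEFTY1 at least 25.7-fold and PRDM14, a naive state factor, at least 18.4-fold lower. H19, an imprinted growth-restraining RNA, was 61.9-fold higher (log2 difference 5.95), DLK1 12.6-fold higher (14.60) and DIO3 at least 3.23-fold and DIO3OS at least 1.75-fold higher, although the locus list as a whole had a median of -0.64 ± 0.36 (percentile 0.38; 3 of 10 genes above and 6 below all MEG3-ON arrays), which was -0.02 without the filter on dim probes. The collagen gene COL3A1 (at least 26.2-fold), ACTA2 (10.3-fold) and the proteoglycan gene LUM (at least 4.85-fold) were higher as well. So were the mesoderm genes HAND1 (11.86 against 6.53 ± 1.62, log2 difference 5.33; detected on 3 of 4 MEG3-ON arrays), MSX1 (18.3-fold) and MSX2 (at least 2.07-fold) and the endoderm genes APOA1 (log2 difference 4.21; detected on 1 of 4 MEG3-ON arrays), TTR (at least 4.33-fold) and FOXA1 (at least 3.30-fold).

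By list, in the EB 28 of 30 neuroectoderm genes were above all MEG3-ON arrays (median 1.92 ± 0.18, percentile 100), as were 8 of 12 endoderm (1.68 ± 0.09, 100), 11 of 13 fibroblast and feeder (1.39 ± 0.09, 100), 10 of 10 mesoderm (1.24 ± 0.36, 99.99), 6 of 9 neural crest (0.87 ± 0.12, 99.9) and 5 of 7 trophoblast and amnion genes (0.69 ± 0.18, 97.9). Of 30 pluripotency genes 26 were below all MEG3-ON arrays (-2.20 ± 0.19, percentile 0). Over the 5 alternatives these medians ran from 1.66 to 1.92 (neuroectoderm), 0.37 to 1.76 (endoderm), 0.70 to 1.76 (fibroblast and feeder), 0.38 to 1.28 (mesoderm), 0.46 to 0.93 (neural crest), 0.35 to 0.75 (trophoblast and amnion) and -2.20 to -1.41 (pluripotency). The rule for the EB admits genes detected in the EB alone. Without the filter on dim probes the endoderm, mesoderm, crest and fibroblast medians were at their lowest. Over the 3 endoderm genes tested in NTU1 cells the mean of the EB (6.92) was below that of MEG3-ON (7.40). Lists nearer 0 were the DNA methylation machinery (-0.38, percentile 3.15), hypoxia and glycolysis (-0.19, 4.62), stress and apoptosis (-0.08, 25.8), proliferation (0.003, 29.6), PRC2 and partners (0.02, 42.2), neuronal differentiation (0.03, 46.5), genes flanking the locus (0.05, 49.0), the 20q11.21 region (0.11, 61.5) and other imprinted genes (0.19, 86.6), whose median turned to -0.011 without the filter on dim probes. Within these lists single genes stood out. Higher were the neuronal genes STMN4 (at least 4.74-fold), CNTN2 (at least 5.69-fold) and TAGLN3 (8.36-fold), the kinase gene MOK (4.03-fold) and the imprinted NNAT (3.59-fold) and NDN (3.09-fold). So were the growth arrest gene GADD45A (3.60-fold), the chromatin gene ASXL1 (log2 1.79) and UHRF1 (log2 1.13). In the neural crest list SNAI2 (at least 2.49-fold) and TFAP2A (log2 1.96) were higher. In the trophoblast and amnion list the amnion gene VTCN1 (at least 2.48-fold) and IGFBP3 (log2 1.56) were higher. The de novo methyltransferase gene DNMT3B (-2.95), the peptide hormone gene ADM (-2.14), JARID2 (-1.57), ASNS (-1.24) and the spindle checkpoint gene BUB1 (-1.17) were lower, as was the crest receptor gene ERBB3 (-1.52) of the neural crest list. Of 11759 genes 72.6% lay outside the range of the MEG3-ON arrays, 259 over 4-fold higher and 168 over 4-fold lower, and the median of all genes was 0.04.

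**Figure D4:**
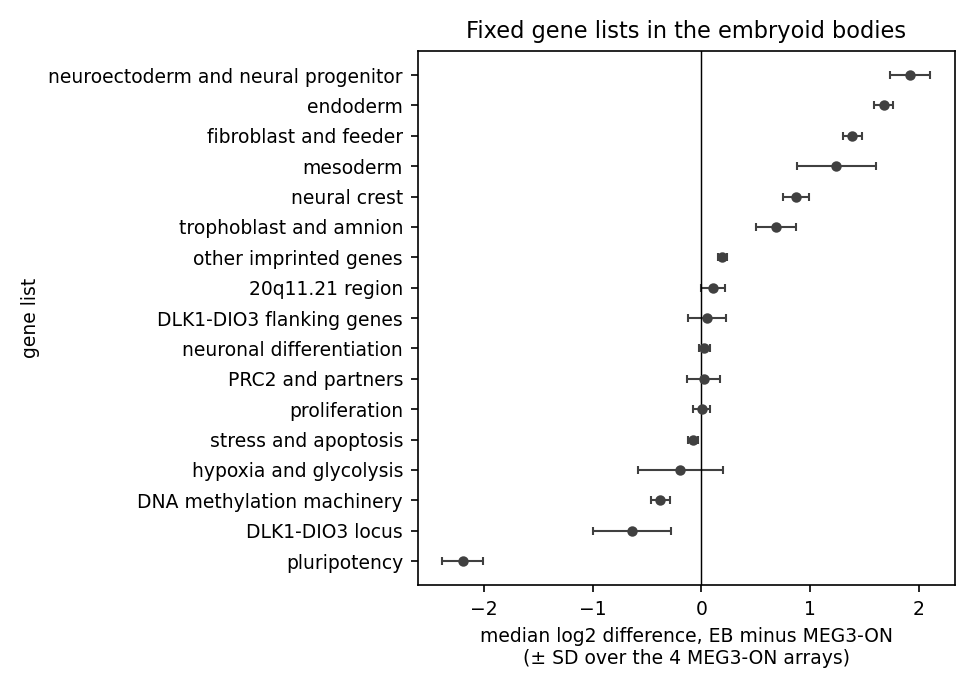
Median log2 difference EB minus MEG3-ON (horizontal axis) of the genes of each of 17 lists, 1 EB array against the mean of 4 MEG3-ON arrays, with bars for the SD over the 4 MEG3-ON arrays. Neuroectoderm (1.92) stands at the top and pluripotency (-2.20) at the bottom; endoderm (1.68) fell to 0.37 without the filter on dim probes.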

Values the study reported

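The study's own analysis covered 21,777 genes, for which it used 47,319 probe sets out of 48,206. More than 1 probe set was available for 14,235 of these genes. Between the MEG3-ON and MEG3-OFF NTU1 samples it counted 307 genes by Welch's t-test (P below 0.05 and fold change above 1.5) and 314 genes by SAM (false discovery rate below 0.05, 1,000 permutations), with 114 genes on both lists. Its gene set enrichment analysis between these groups gave nervous system development a false discovery rate of 0.014. Separate microRNA data compared early with later passages of hESC. The DLK1-DIO3 locus held 37 of the 39 microRNAs that fell most. The authors found no significant difference in pluripotency between the sublines. By quantitative PCR they found lower PAX6, RTN1 and DLK1 in MEG3-OFF cells of each embryonic and induced pluripotent line compared. Knockdown of MEG3 in NTU1 cells by RNA interference lowered PAX6 and RTN1 with every construct, each from 1 biological sample, and DLK1 with all constructs but 1.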

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

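The test of probes without a gene name was chosen after the results for named genes were seen. Among 202 values of named genes and list means checked within the NTU1 groups, 15 had 1 array far from the rest of its group, measured by its gap as a share of the group's range, and chance alone gives about 1 in 20. MEG3 itself was at 13.15 on MEG3-ON 1 against 14.05 to 14.12 on the other MEG3-ON arrays, and SNORD114-1 at 9.14 on MEG3-ON 2 against 8.17 to 8.32. SNORD114-3, below background, was at 4.96 on MEG3-OFF 6 against 4.68 to 4.74. The dendritic gene MAP2 was at 6.02 on MEG3-ON 1 (others 6.20 to 6.23) and, below background throughout, at 5.87 on MEG3-OFF 7 (others 4.89 to 5.14). The esterase gene IAH1 was at 8.79 on MEG3-ON 1 (others 8.27 to 8.29). Of the imprinted genes, INPP5F was at 8.80 on MEG3-OFF 5 (others 8.05 to 8.26) and GRB10 at 9.37 on MEG3-OFF 8 (others 8.93 to 9.05). The collagen gene COL1A2 was at 8.79 on MEG3-OFF 8 (others 9.29 to 9.47), and the hypoxia gene ANKRD37 at 7.62 on the same array (others 6.45 to 6.64). The PRC2 partner genes JARID2 and PHF19 were at 12.73 on MEG3-OFF 7 (others 12.90 to 12.96) and at 7.67 on MEG3-ON 4 (others 8.30 to 8.43). BUB1B, of the spindle checkpoint, was at 8.92 on MEG3-OFF 5 (others 8.51 to 8.62), and the amino acid response gene CHAC1 at 7.48 on MEG3-OFF 7 (others 6.91 to 7.05). The mean of the 20q11.21 region list was 10.52 on MEG3-OFF 5 against 10.29 to 10.36 on the other MEG3-OFF arrays.

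Probes without a gene name were not used in the comparisons above. Of 3703 such probes detected on at least 4 NTU1 arrays, 32 passed the threshold of limma between MEG3-OFF and MEG3-ON, 12 higher and 20 lower in MEG3-OFF. The largest differences were -3.64 and 3.41 on the log2 scale (adjusted p = 4.93e-06 for each), 5 probes were detected on all MEG3-ON and no MEG3-OFF array, and 3 the other way round.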

How the results depend on the processing

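The methods' tests on the deposited matrix without a filter, and leaving out an array with the filter repeated, were chosen after seeing the data, and so was keeping the genes of all 9 arrays when an array is left out. No paired analysis was possible because the MEG3-ON and MEG3-OFF NTU1 groups share no replicate numbers and the labels do not link the numbers of H9 and the EB to NTU1 samples. The 386 genes changed (294 over 1.5-fold) became 1155 and 536 with array weights, 32 with the methods' t-test after Benjamini-Hochberg adjustment and 1018 with SAM. On the deposited matrix without a filter the t-test gave 221 genes and the t-test and SAM shared 140. With an array left out the counts ran from 108 to 998 (137 to 996 with the genes kept) and from 104 to 527 over 1.5-fold, and the locus genes from 2 to 8 (6 to 8 with the genes kept), where a repeated filter drops genes detected on 4 arrays only. With camera's estimated correlation 2 lists passed in place of 5: neuroectoderm (difference -0.86, adjusted p = 0.155), neuronal differentiation (-0.19, 0.25) and pluripotency (0.26, 0.345) did not. Other settings ended the call of this list: neuronal differentiation failed with quantile normalization alone (-0.12, 0.0566), the deposited matrix (-0.12, 0.0567), no filter (-0.12, 0.131), detection on all 9 arrays (-0.13, 0.19), detection p under 0.05 (-0.18, 0.0547), the mean of probes (-0.17, 0.0549; 3 lists passed) and array weights (-0.18, 0.0734). The last pair of settings also ended the call of another list: pluripotency had 0.23 (0.0549) with the mean of probes and 0.22 (0.0845) with array weights. Without single arrays 3 (without MEG3-OFF 5) to 5 lists passed, neuronal differentiation ran from -0.22 to -0.15 and pluripotency from 0.21 to 0.31; its exact permutation p ran from 0.0179 to 0.0571 and exceeded 0.05 in 7 of 9 cases. The stress list passed in all 23 alternatives (adjusted p at most 0.0203), the locus list in all 22 that gave a value, and the neuroectoderm list in 22 of 23 (-0.93 to -0.65). The hypoxia list passed in 3 alternatives (smallest adjusted p 0.00716) and the other imprinted genes in 1, fry (0.0211). With detection on all 9 arrays the locus and mesoderm lists had too few genes for a value. From 0 to 3 autosomes passed without single arrays, 554 to 3917 genes differed between H9 and MEG3-OFF, and H9 lay on the MEG3-OFF side at 54.4% to 77.0% of changed genes. In the EB 7 to 8 lists lay beyond the limits of random lists, and the median of other imprinted genes turned to -0.011 without the filter, where endoderm (0.37), mesoderm (0.38) and fibroblast and feeder genes (0.70) were at their lowest. Of 35 named genes called, 27 kept call and direction in all 17 alternatives run for named genes, 8 lost the call in at least 1 and 0 reversed; of 50 not called, 24 passed in at least 1, DLK1 with an adjusted p as low as 0.00865 and NNAT 0.0252. The other filters and the repeated filter were not run for named genes, and detection on all 9 arrays, or the repeated filter without a MEG3-ON array, drops locus genes seen only in MEG3-ON, such as MEG9, from testing. Where a result passed in neither setting its direction was not assessed, and the cause of these shifts was not tested.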

Other observations

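The 2 tests of other cells in the cultures, the tests of single probes and of shared probe sequence, and the test of zinc finger genes were chosen after the results were seen, and the genes named in this part were chosen after their values were seen. Some genes were detected on all arrays of 1 NTU1 group and on no array of the other: 21 in MEG3-ON, 5 of them locus genes, and 11 in MEG3-OFF. Beside ZNF280D, IAH1 and TSPYL5, the genes seen only in MEG3-ON included CAT, catalase (at least 2.06-fold lower in MEG3-OFF), MAOA (at least 2.12-fold), TMEM88, a WNT pathway regulator (at least 1.85-fold), the zinc finger gene ZNF439 (at least 1.54-fold) and DKK1, a secreted WNT antagonist (at least 1.15-fold). RRAGB, THEM6, CHAC1, USP51 and the potassium channel partner KCNIP3 (at least 1.58-fold higher) were seen only in MEG3-OFF. H9 lacked 15 of the 21 on both arrays, had 3 on both (MAOA at 7.92), and had 8 of the 11 on both, while the EB had 18 of the 21 and 4 of the 11. Of 310 tested zinc finger (ZNF) genes 3 were among the 21 (Fisher's exact p = 0.0214, not adjusted), and 2 of the 32, ST8SIA3 and SNORD114-2, did not pass limma's threshold (adjusted p = 0.108 and 0.0652).

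Changed genes also lay next to each other in the order of the tested genes, with no limit on distance, so untested genes may lie between them. On chromosome 15 the magnesium transporter genes NIPA1 (0.88) and NIPA2 (0.90) and their neighbour CYFIP1 (0.92), an actin regulator gene, were all higher in MEG3-OFF. On chromosome X MAGEH1 (1.55), USP51 (1.88) and RRAGB (2.58) rose together. On other chromosomes so did the oocyte and early embryo genes DPPA5 (1.85) and KHDC3L (1.03), NLRP7 (0.79) and NLRP2 (1.12), the homeobox gene VENTX (1.14) beside UTF1 (1.98), KHDRBS3 (2.18) with the collagen gene COL22A1 (1.70), THEM6 (2.43) with LY6E (0.69), and the interferon-induced IFITM1 (0.85) and IFITM3 (0.56). Lower together were SHROOM2 (-0.86), WWC3 (-0.75) and MID1 (-0.96) on chromosome X, genes of cell shape and midline development, the secreted factor genes PAMR1 (-1.43) and FJX1 (-0.88), and ME3 (-1.10) with PRSS23 (-1.16). Further pairs on chromosome X were TRAPPC2 with OFD1 and TNMD with TSPAN6, both lower, and ZDHHC9 with UTP14A, higher. Chromosome X was not among the chromosomes tested for a shift.

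How often other splits of the 9 NTU1 arrays into 4 and 5 gave results as large was counted over 100 splits, the real 1 included. For genes changed it was 3 of 100 (386 in the real split, at most 823 in another), a share under 0.05 of the splits drawn. The splits with more genes cross the labels, so this count cannot exclude a grouping of the arrays unrelated to MEG3. The split with 823 genes sets MEG3-OFF 5 with all MEG3-ON arrays against the other MEG3-OFF arrays, and the split with 809 genes sets it with MEG3-ON 1, 2 and 4 and puts MEG3-ON 3 with the other MEG3-OFF arrays. On the axis of largest variance (40.2%) MEG3-OFF 5 lies at 0.97, between MEG3-ON (-28.2 to -8.67, the last being MEG3-ON 3) and the other MEG3-OFF arrays (12.6 to 26.1). For the number of lists passing camera it was 9 of 100 (5 in the real split, at most 7), and for the smallest p of an autosome 44 of 100 (0.00288, at smallest 1.44e-07), so chance is not excluded for either.

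The lower neuroectoderm list in MEG3-OFF cells was reached by 4 of 100 splits in this permutation of the arrays (camera p = 3.90e-12, at smallest 7.19e-15 in another), so chance can be excluded at this level for camera with its preset correlation only. With an estimated correlation the list did not pass (adjusted p = 0.155), and 3 other splits gave a smaller p. Fewer undifferentiated cells in the MEG3-ON cultures would lower pluripotency genes, and that list's mean was lower there (9.97 against 10.23 in MEG3-OFF, 7.87 in the EB). Its exact permutation p was 0.0317, 0.0794 after adjustment over the lists. Of its 30 tested members 4 were lower in MEG3-ON and 0 higher by limma. Fewer undifferentiated cells were also taken to raise mesoderm and fibroblast genes, which holds only if more than neural cells arose. The neuroectoderm list was shifted by -0.79 beyond the mean of these lists with an exact permutation p of 0.0556, and the wide spread of mesoderm genes keeps this open. A few neural cells like those of the EB in the MEG3-ON cultures could also give the pattern: 14 of 17 members over 2-fold higher in the EB than in H9 (82.4%) were higher in MEG3-ON, but the share of EB signal each would need differed (quartiles 2.16% to 35.9%), so this cannot be told apart from lower expression in all cells. Position on the chip, time in culture and loss of the locus RNAs stay open too, untested with these arrays. The paper did test MEG3 loss outside the arrays: by quantitative PCR, PAX6 and RTN1 fell in NTU1 hESC after MEG3 knockdown.

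The 32 genes seen in only 1 NTU1 group were reached by 1 of 100 splits, the real 1 (at most 16 in another). Because the sublines were sorted by MEG3, the locus genes were then left out, a step chosen after the results were seen: the 27 genes that remain were reached by 1 of 100 splits too (at most 15 in another). No other split drawn gave as many in either count, which argues against chance within the splits drawn. A fault of single probes was tested on the genes with another detected probe, and in 100% of them it moved the same way, but there are only 3 such genes, so this stays open. No biological explanation was tested.

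The 28 neighbouring pairs of changed genes moving the same way (18 higher, 10 lower; 380 changed genes among 10756 in order, locus genes left out) compare with a mean of 6.66 and at most 16 in 10000 random gene orders (permutation p = 1e-04, the smallest these can give), which argues against chance order. Of the 28 pairs 25 (89.3%) have symbols that share no first 3 letters, but letters do not measure probe sequence and no sequences were compared, so probes that share sequence between related neighbours stay open. Regulation of whole neighbourhoods and a difference in copy number between the sublines are candidate explanations that were not tested.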
